A study of Homo sapiens with 8 samples. Its data were reported in "Derepression of the epithelial transcription factor GRHL2 promotes direct hepatocyte-to-cholangiocyte transdifferentiation" (2025).

How the data were processed

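RNA sequencing was performed on HepG2 cells, an established human hepatocarcinoma cell line, treated for 4 days with the EZH1/2 inhibitors UNC1999 and valemetostat tosylate, each at 1 µM (EZHi), or with the DMSO vehicle, which is 0.2% per the labels. EZH1 and EZH2 are the enzymes of the polycomb repressive complex 2 (PRC2) that methylate lysine 27 of histone H3. There were 4 libraries per group, made from mRNA and sequenced as paired reads of 150 bp, and groups and replicate numbers were taken from the sample titles.

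According to the methods of the study, the authors mapped reads to the human genome (hg38) with Hisat2, counted them per gene over exons with HTSeq without regard to strand, removed genes with very few reads over all samples, and normalized the counts with the regularized log of DESeq2, followed by a correction for the mean transcript length of each gene. The deposited values are on a log2 scale, although the table is named as FPKM. They ran from -6.81 to 19.01, and the level of the lowest values changed by -0.92 per doubling of transcript length over 20 bins of length. The regularized log shrinks the differences of genes with few reads, so the fold changes of low genes are understated. Counting without strand could assign reads to overlapping or antisense genes, and reads shared by near-identical copies could be split or lost. The table held 25604 rows, 1 of which repeated a gene identifier with the same values and was dropped, leaving 25603 genes. Of these, 25594 were found in GENCODE release 44 (GRCh38), from which coordinates, gene types, transcript lengths and GC content were taken, and 5614 had no symbol.

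Read depth is unknown, since the values are normalized for it. Values multiplied back by transcript length summed to between 24.4 and 27.3 normalized reads per library, in units of 1e6 reads, which reflects the common scale and not the depth of each library. The mean of these sums, 25.6 in the same units, was used to express a gene's level as an estimated FPKM. Across the 8 libraries 166 genes varied by less than 0.02, so values near the floor carry little information, and no interval from counting error can be given.

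The tests, the samples and the rule for naming genes were chosen before the data were examined, for values assumed to be linear FPKM. Because the values were already logarithmic, the planned log2 transformation with a pseudocount of 0.5 was not applied in the main analysis and was run as an alternative. Genes with a mean estimated FPKM of at least 0.1 were tested with limma (lmFit and eBayes with a trended prior, group as the only term, two-sided, Benjamini-Hochberg adjustment over all genes tested), and genes with an adjusted p under 0.05 are described as called. Count models were not run, since the values are not counts. On simulated values for 20153 genes, built from the observed means and residual spread, the fit called 190 of 200 changed genes and 6 unchanged ones, and it called 0 genes where none was changed. That simulation did not include the shrinkage of the regularized log, nor deviations shared by libraries of one replicate number. All changes put in were at least 2-fold. In the data, the median log2 fold change was 0.80 for genes called higher and -0.35 for genes called lower. The simulation therefore does not show how many such smaller changes the fit finds. The software was R 4.3.3 with limma 3.58.1 and fgsea 1.28.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

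For each gene list, the log2 values of its genes were averaged in each library. The Epith-Signature, Chol-enriched and Hep-enriched lists and the genes raised by ectopic GRHL2 in HepG2 cells (GRHL2-induced) came from the supplement of the study, and the HOX list held genes named HOXA to HOXD followed by a number. For these 5 lists, the difference between groups was tested with an exact two-sided permutation test over the 70 assignments of the libraries, where the smallest possible p is 0.0286, and with camera at an inter-gene correlation of 0.01, both adjusted over the 5 lists. Lists shared genes, including 36 between Epith-Signature and GRHL2-induced, 21 between Epith-Signature and Hep-enriched, and 18 between Epith-Signature and Chol-enriched. Mouse symbols were matched to human ones by capitalising. The copy of the Epith-Signature used here held 835 entries, slightly fewer than the study states for this list. Of these entries 589 were matched and 455 passed the filter, and the corresponding numbers were 57, 52 and 39 for Chol-enriched, 417, 379 and 338 for Hep-enriched, 290, 266 and 209 for GRHL2-induced, and 34, 34 and 26 for HOX.

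The lists of TF-encoding genes in promoter clusters C1, C2 and C3 came from a supplementary sheet that was held only in shortened form. Tests of these 3 lists and of their differences had been planned and were run once, together with a count of the genes they share with other lists, and were then withdrawn for that reason, so these lists are described by their values and by the results of single genes, without a list test. Their columns ended at row 312, before row 1998 where the sheet was shortened. Of 308, 59 and 84 distinct entries in C1, C2 and C3, 189, 39 and 63 were matched, and 186, 33 and 50 passed the filter.

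The named genes were every gene of a fixed panel of 24, the 5 largest rises and 5 largest falls among called genes with a mean estimated FPKM of at least 1, a symbol and the same direction in all 4 pairs of equal replicate number, and the 5 C3 and 3 C2 genes with the largest rise under the same conditions on call and direction. Of the panel, 21 genes were tested, ITGB8 was below the filter, and GRHL2 and the remaining panel gene are not analysed here. One gene that met the rule is not reported here.

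Replicate numbers paired the libraries. After subtraction of group means, the correlations across genes between same-numbered vehicle and EZHi libraries were 0.31, 0.56, 0.63 and 0.22 for replicates 1 to 4, against -0.58 to 0.20 for libraries of unequal number. A fit with the replicate number as a block was therefore run beside the main one. Other alternatives were pseudocounts of 0.1 and 1, a filter at an estimated FPKM of 1 or none, median-of-ratios and quantile normalization, leaving out each library in turn, limma without a trend or with array weights, medians in place of means, another matching of mouse zinc finger names, and for the 5 tested lists camera with an estimated correlation, fry and fgsea. The pseudocount of 0.5, the centring of libraries on genes with an estimated FPKM of at least 10 and the block in camera, also with an estimated correlation, were added after seeing the data.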

Results

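HepG2 cells exposed for 4 days to EZHi or to vehicle were profiled by RNA-seq in 4 libraries per group, in order to define how gene expression changes when EZH1/2 activity is inhibited. Expression is given as length-corrected log2 values. Pairwise correlations across genes ranged from 0.992 to 0.997 between libraries of the same group (12 pairs) and from 0.986 to 0.993 between libraries of different groups (16 pairs). In a principal component analysis, the first component carried 53.7% of the variance and separated EZHi from vehicle libraries. The second component carried 23.8% and placed libraries of equal replicate number at similar positions in both groups.

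**Figure D1:**
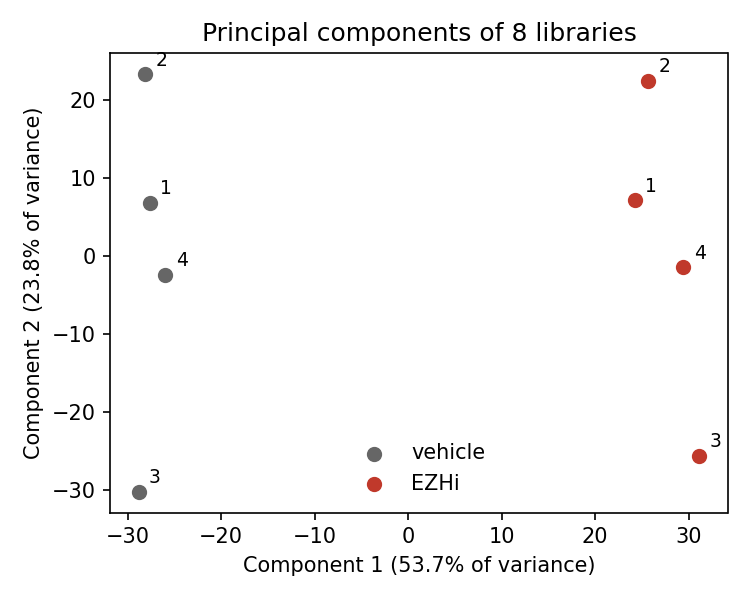
Principal component analysis of the 8 libraries, with component 1 on the x axis (53.7% of the variance) and component 2 on the y axis (23.8%), in arbitrary units. Each point is a library, coloured by group and marked with its replicate number; the groups separate along component 1, and libraries of equal number lie at similar heights on component 2.

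Among 20153 genes tested with limma, 2644 had an adjusted p under 0.05, of which 1784 were higher and 860 lower in EZHi-treated cells. A change of at least 2-fold was found for 656 of them, comprising 647 higher and 9 lower genes. The values of the groups did not overlap for 18.6% of the genes, against 2.86% by chance. Across the 8 fits that each left out one library, the number of lower genes ranged from 389 (without EZHi replicate 4) to 860 (without vehicle replicate 3), with 454 without vehicle replicate 4, 495 without vehicle replicate 1 and 554 without EZHi replicate 1, and the number of higher genes ranged from 1422 to 1711. The number lower by at least 2-fold ranged from 7 to 20, with 20 without vehicle replicate 3 and 14 without EZHi replicate 2. The replicate block moved the number of called genes most, to 6051 (3003 higher and 3048 lower), which included all 2644 genes called without it. With the block, 672 higher and 13 lower genes changed at least 2-fold. Centring the libraries on genes with an estimated FPKM of at least 10, an alternative chosen after seeing the data, raised the share of higher genes among those called from 67.5% to 88.5%.

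Called genes were then counted by level of expression. Of 7146 genes with a mean estimated FPKM under 1, 13.8% were called higher and 0.392% lower. Of 5198 genes between 1 and 10, 11.3% were called higher and 2.25% lower. Of 7809 genes at 10 and over, 2.73% were called higher and 9.16% lower as deposited, but 5.17% higher and 3.44% lower with libraries centred on the genes of this class, and 4.17% and 3.39% with quantile normalization (both looked at after seeing the data), so the excess of lower genes depended on the scaling. The median log2 fold change of this class was -0.09 as deposited and -0.016 with quantile normalization. In the class under 1, genes called higher outnumbered those called lower under both (18.5% against 0.084%, and 9.14% against 3.69%). The median log2 fold change of the class under 1 was 0.064 as deposited and 0.16 with centring, but -0.11 with quantile normalization. For genes between 1 and 10 it was 0.030, 0.13 and -0.082 in the same order. The sign of these medians therefore also depended on the scaling.

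**Figure D2:**
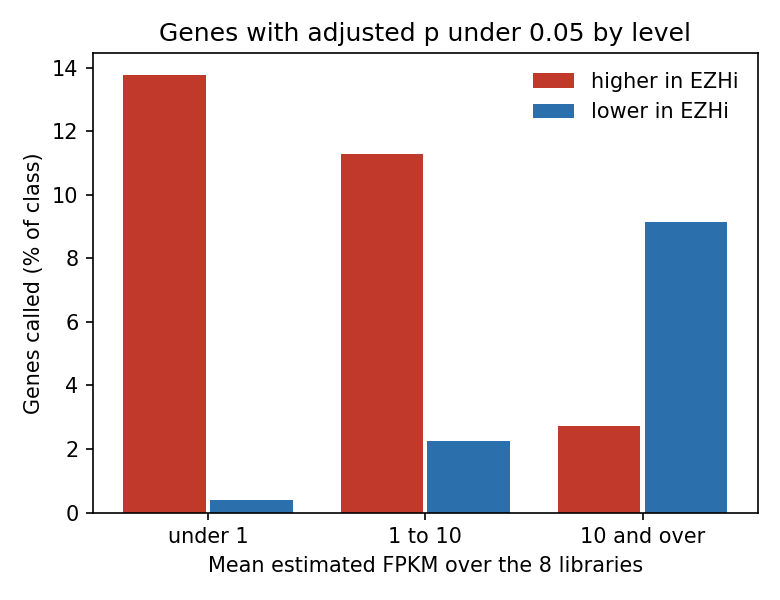
Share of genes called at an adjusted p under 0.05 (y axis, in percent of the class) for 3 classes of mean estimated FPKM over the 8 libraries (x axis), with bars for genes higher and lower in EZHi. Genes called higher made up 13.8% of the lowest class and 2.73% of the highest, and genes called lower 0.392% and 9.16%, although in the highest class higher genes outnumbered lower ones with quantile normalization or with centring on that class.

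The largest rise was that of GAS7 (ENSG00000007237, GRCh38 chromosome 17, 9910606 to 10198606, minus strand, protein-coding), from 2.83 ± 0.17 (SD, n = 4) in vehicle to 7.18 ± 0.55 (SD, n = 4) in EZHi. Its log2 fold change was 4.34 with a standard error of 0.24 (limma adjusted p 5.93e-06). WDR72, COL2A1 and DYSF were also among the largest rises, with log2 fold changes of 3.80, 3.71 and 3.50. The largest fall was that of ANKRD1 (ENSG00000148677, chromosome 10, 90912096 to 90921087, minus strand, protein-coding), from 10.04 ± 0.34 (SD, n = 4) to 8.43 ± 0.52 (SD, n = 4), a log2 fold change of -1.61 with a standard error of 0.25 (limma adjusted p 0.00222). PARD6A, GGT5, GBP2 and SH3RF1 changed by -1.17, -1.12, -1.05 and -1.03 on the log2 scale. GGT5 (limma adjusted p 0.0242) lost its call in 5 of the 8 fits that each left out one library, where its adjusted p reached 0.07. Those fits did not use the replicate pairs. With the replicate block, the limma adjusted p of GGT5 was 2.2e-05, and GGT5 fell in all 4 pairs.

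The transcripts of the targeted enzymes and their partners did not differ between groups beyond the spread of the replicates. EZH1 changed by -0.07 on the log2 scale (limma adjusted p 0.573), EZH2 by -0.06 (0.806), EED by -0.11 (0.59) and SUZ12 by -0.11 (0.399). Leaving out one library moved EZH2 between -0.16 (without vehicle replicate 3) and -0.0074 (without EZHi replicate 3). The same omissions moved EED to -0.17 and -0.031. EZH1 moved between -0.10 and -0.045, and SUZ12 between -0.15 and -0.057. None of these genes was called in any of these fits. The inhibitors act on the activity of the enzymes, which RNA-seq does not measure. By immunoblot, the study found lower H3K27me3 in HepG2 cells treated with EZHi. As a check of the treatment, genes of the HOX clusters, commonly repressed by polycomb, were examined as a list. All 26 HOX genes tested had a positive log2 fold change (20 of them with quantile normalization), and 18 were called higher both over all genes and adjusted over the list alone. The mean log2 value of the list rose from 2.94 ± 0.06 (SD, n = 4) to 3.80 ± 0.09 (SD, n = 4), a difference of 0.87 that was positive in 4 of 4 pairs (exact permutation p 0.0286, the smallest possible; adjusted p 0.0357). This difference ranged down to 0.26 with a pseudocount of 1.

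The study asked whether TF-encoding genes whose promoters fall in cluster C1 (active), C2 (potentially bivalent) or C3 (marked by H3K27me3) are derepressed by EZHi. These clusters were defined on chromatin of mouse liver and mouse hepatocytes, among TF-encoding genes up-regulated during transdifferentiation in mice. For HepG2 cells the study described histone patterns reminiscent of the mouse ones. The lists were held from a shortened sheet, so that only values and single-gene results are given. In vehicle cells, the median estimated FPKM over the genes of the list was 13.9 ± 0.28 (SD, n = 4) for C1, 6.83 ± 0.56 (SD, n = 4) for C2 and 1.31 ± 0.16 (SD, n = 4) for C3. With every matched gene it was 13.6, 1.54 and 0.38. The mean log2 value of C1 was 8.40 ± 0.02 (SD, n = 4) in vehicle and 8.36 ± 0.03 (SD, n = 4) in EZHi, a change of -0.04 that was negative in all 4 pairs and became 0.05 when libraries were centred on genes with an estimated FPKM of at least 10. That of C2 was 6.17 ± 0.06 (SD, n = 4) and 6.48 ± 0.04 (SD, n = 4), a change of 0.32 with pairs from 0.29 to 0.37. That of C3 was 5.42 ± 0.05 (SD, n = 4) and 5.99 ± 0.04 (SD, n = 4), a change of 0.57 with pairs from 0.51 to 0.64. The change in C2 exceeded that in C1 by 0.36, the change in C3 exceeded that in C1 by 0.61, and the change in C3 exceeded that in C2 by 0.25, each with the same direction in 4 of 4 pairs. The median of the log2 fold changes of single genes was -0.08 for C1, 0.19 for C2 and 0.31 for C3, with a positive change in 71 of 186, 22 of 33 and 40 of 50 genes. The median level of the C2 genes in each library, a different measure, changed by -0.22.

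Single genes of the clusters were then examined with limma. Of 186 C1 genes, 6 were called higher and 13 lower, and adjusted over the list alone 6 were higher and 9 lower. Of 33 C2 genes, 9 were called higher and 0 lower, with the same numbers when adjusted over the list alone, and 4 were lower at an unadjusted p under 0.05. Of 50 C3 genes, 20 were called higher and 2 lower, and adjusted over the list alone 23 were higher and 2 lower. With the replicate block, the numbers called higher and lower were 19 and 48 for C1, 14 and 5 for C2, and 26 and 5 for C3. The C3 gene with the largest rise was PLAGL1 (ENSG00000118495, chromosome 6, 143940300 to 144064599, minus strand), from 5.48 ± 0.20 (SD, n = 4) to 7.78 ± 0.19 (SD, n = 4), with a log2 fold change of 2.30 and a standard error of 0.13 (limma adjusted p 6.4e-06). SOX8, MEIS3, SATB1 and NFATC1 rose by 2.16, 2.06, 1.74 and 1.71 on the log2 scale. The C2 genes with the largest rises were MYCN, HEYL and CSDC2, with log2 fold changes of 2.59, 1.22 and 1.07.

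Gene lists that the study followed in other comparisons were monitored next. The Epith-Signature list, which describes monopolarized epithelial cells, rose from 6.36 ± 0.06 (SD, n = 4) to 6.63 ± 0.04 (SD, n = 4), a difference of 0.27 (exact permutation p 0.0286, adjusted p 0.0357; 4 of 4 pairs). The Chol-enriched list, made of genes enriched in cholangiocytes, rose from 5.73 ± 0.10 (SD, n = 4) to 5.998 ± 0.06 (SD, n = 4), also a difference of 0.27 (exact permutation p 0.0286, adjusted p 0.0357; 4 of 4 pairs). For the latter the call was lost when only genes with an estimated FPKM of at least 1 were kept, with a difference of 0.14 (exact permutation p 0.229), and with medians over genes, with a difference of 0.12 (exact permutation p 0.743). The GRHL2-induced list, taken from other libraries of the same cell line, rose from 4.68 ± 0.09 (SD, n = 4) to 5.39 ± 0.06 (SD, n = 4), a difference of 0.71 (exact permutation p 0.0286, adjusted p 0.0357; 4 of 4 pairs). The Hep-enriched list, made of hepatocyte genes, went from 8.20 ± 0.15 (SD, n = 4) to 8.34 ± 0.13 (SD, n = 4). This difference of 0.14 did not exceed the spread between libraries (exact permutation p 0.257, a test that does not use the pairs). It was positive in 4 of 4 pairs, from 0.081 to 0.19, with an SD of the pair differences of 0.046. An exact sign-flip test over 4 pairs cannot go below 0.125, so it cannot decide whether the pairs show a change. The Hep-enriched difference was 0.078 without vehicle replicate 2 and 0.089 without EZHi replicate 3. It was 0.24 with libraries centred on genes with an estimated FPKM of at least 10 (exact permutation p 0.0571).

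**Figure D3:**
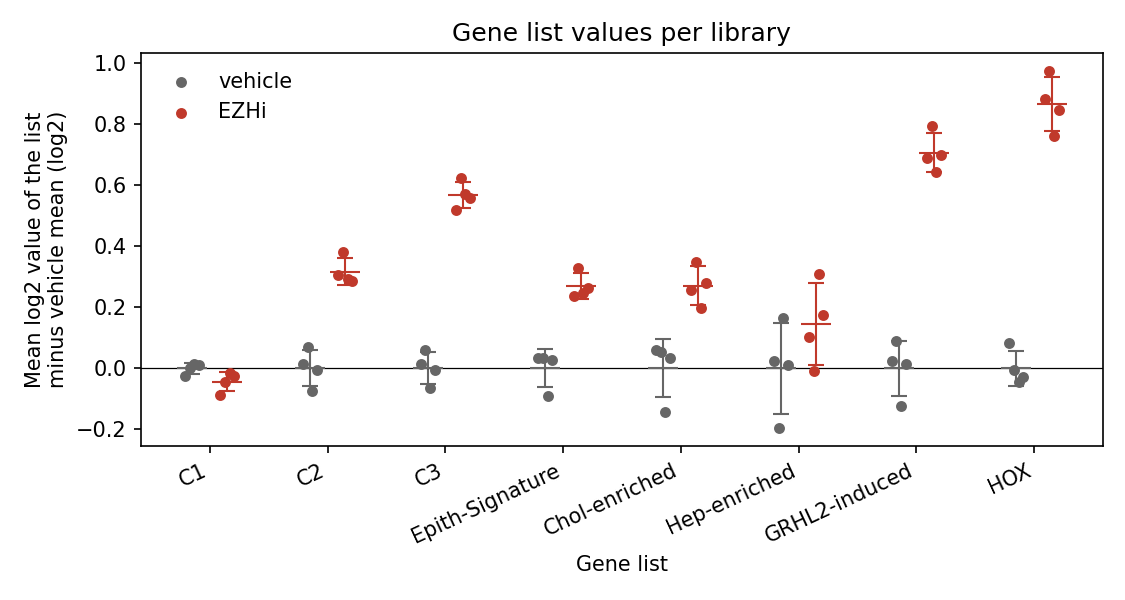
Mean log2 value of each gene list per library, as the difference from the vehicle mean of that list (y axis, log2 units), for the 8 lists on the x axis. Points are libraries, horizontal marks are group means and error bars are SD (n = 4); EZHi libraries lie above all vehicle libraries for C2, C3, Epith-Signature, Chol-enriched, GRHL2-induced and HOX.

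In single genes of these lists, limma called 114 of 455 Epith-Signature genes higher and 19 lower (133 and 29 adjusted over the list alone), 9 of 39 Chol-enriched genes higher and 0 lower (12 and 0 adjusted over the list alone; 2 lower at an unadjusted p under 0.05), 103 of 209 GRHL2-induced genes higher and 8 lower (118 and 8 adjusted over the list alone), and 34 of 338 Hep-enriched genes higher and 8 lower (34 and 8 adjusted over the list alone). With the replicate block, the numbers called higher and lower were 169 and 79 for Epith-Signature, 16 and 4 for Chol-enriched, 131 and 10 for GRHL2-induced, and 92 and 50 for Hep-enriched. Camera gave adjusted p of 1.36e-24 for GRHL2-induced, 9.57e-15 for HOX, 2.59e-05 for Epith-Signature, 0.000356 for Chol-enriched and 0.0942 for Hep-enriched, with all 5 lists directed upward. The first 4 of these calls held with fry and with an estimated correlation. With the estimated correlation, however, the camera adjusted p was 0.00617 for GRHL2-induced, 0.00566 for HOX, 0.0458 for Epith-Signature and 0.0368 for Chol-enriched. The much smaller values above therefore rest on the fixed correlation of 0.01. With the replicate block and an estimated correlation together, Epith-Signature (camera adjusted p 0.272) and Chol-enriched (0.154) lost their calls. The Hep-enriched list passed the threshold with the replicate block (camera adjusted p 0.0462) and with fgsea (adjusted p 0.000504), and with fry and the block (0.0369), but not with fry without it (0.228), with an estimated correlation (0.692), or with the block and an estimated correlation together (0.465).

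Of the 21 panel genes tested, 2 were called, both over all genes and adjusted over the list alone. ESRP1 (ENSG00000104413, chromosome 8, 94641074 to 94707466, plus strand) rose from 3.62 ± 0.34 (SD, n = 4) to 5.26 ± 0.34 (SD, n = 4), with a log2 fold change of 1.64 and a standard error of 0.21 (limma adjusted p 0.000639). OVOL1 (ENSG00000172818, chromosome 11, 65787063 to 65797214, plus strand) rose from 1.78 ± 0.15 (SD, n = 4) to 2.66 ± 0.25 (SD, n = 4), with a log2 fold change of 0.88 and a standard error of 0.13 (limma adjusted p 0.00156). Among TFs, SOX4 changed by 0.42, OVOL2 by 0.28, SOX9 by 0.19 and EHF by 0.02 on the log2 scale, with limma adjusted p of 0.169, 0.585, 0.323 and 0.92. The epithelial and cholangiocyte genes ITGA3 (0.47), KRT19 (0.16), RAB25 (0.12), JUP (0.10), CLDN4 (0.05), KRT7 (0.01) and EPCAM (-0.04) were not called. KRT19, EPCAM, JUP and CLDN4 were already expressed, at a mean estimated FPKM of 414, 179, 109 and 44.8. ITGA3 stood at 6.17. KRT7 (0.751) and RAB25 (0.232) were low, where fold changes are understated, although OVOL1 was called at 0.193. The hepatocyte genes APOC3 (0.30), HNF4A (0.04) and ALB (-0.28) were not called either, nor was AFP (0.03), which the study treats as a progenitor gene. Leaving out one library moved ALB between -0.53 (without vehicle replicate 2) and -0.036 (without vehicle replicate 3), and OVOL2 between 0.098 (without EZHi replicate 2) and 0.57 (without EZHi replicate 3). With the replicate block, SOX4 (limma adjusted p 0.00259), SOX9 (0.0156), APOC3 (0.0157) and ALB (0.0314) passed the threshold. Without the block, SOX4 changed by 0.28 when vehicle replicate 3 was left out, and SOX9 by 0.098 when EZHi replicate 3 was left out.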

Values the study reported

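The study reported 423 up-regulated and 115 down-regulated genes encoding TFs in mouse hepatocytes that underwent hepatocyte-to-cholangiocyte transdifferentiation. It gave the number of genes in the Epith-Signature as 837.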

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

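The test described in this part was chosen before its result was seen. In groups of 4, a library was taken as standing apart when its gap to the nearest other library divided by the range of the group exceeded the 95% critical value of Dixon. This was met in 4 of 103 groups of values, where chance gives about 5.15, so the number of such libraries is what chance gives.

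Vehicle replicate 3 stood apart in the Epith-Signature value, at 6.27 against 6.39 in each of the other vehicle libraries (gap of 0.939 of the range), and in the Chol-enriched value, at 5.59 against 5.76 to 5.79 (0.866 of the range). Without this library the differences between groups were 0.24 and 0.22, and both kept the direction and the side of the threshold. These lists share 18 genes, so they are not separate evidence. EZHi replicate 2 stood apart in CLDN4, at 10.44 against 10.04 to 10.10 (0.845 of the range), and vehicle replicate 4 in RAB25, at 2.62 against 2.46 to 2.48 (0.886 of the range). Over all genes tested, vehicle replicate 3 held 22.2% of the instances in which a library stood apart, the largest share of any library. EZHi replicate 3 held 19.3%, and each of the other libraries from 8.40% to 13.1%, so the libraries numbered 3 stood apart most often in both groups. This argues against one library that deviates as a whole as the source of most of these instances. A difference between replicate numbers remains open, and no biological explanation was tested, since the design gives none for a single library.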

How the results depend on the processing

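The number of called genes was 2644, and 1579 (780 higher and 799 lower) when only genes with an estimated FPKM of at least 1 were tested, which removes genes from the test. It was 6051 with the replicate block, which included the 2644 genes. Across the 8 fits that each left out one library it ranged from 1811 to 2571. The number called with at least 2-fold change was 656, against 309 at the higher filter, 251 with a pseudocount of 0.5, 164 with a pseudocount of 1 and 478 with a pseudocount of 0.1, since a pseudocount compresses the changes of low genes by construction. It ranged from 630 to 673 across the fits that left out one library. Rescaling by median of ratios gave 2663 called genes and quantile normalization 2186, of which 2633 and 1698 were shared with the 2644. Count models were not run.

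By level of expression, median-of-ratios rescaling, also looked at after seeing the data, gave 2.71% higher and 9.43% lower among genes at 10 and over, so only quantile normalization and centring turned the excess of lower genes in that class.

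The values of the clusters were compared without a test, and a shift was counted when it exceeded 1 SD of the pair differences. With a pseudocount of 0.1, the changes in C2, C3, C2 minus C1, C3 minus C1 and C3 minus C2 were 0.26, 0.47, 0.31, 0.52 and 0.21. In the same order they were 0.17, 0.31, 0.22, 0.36 and 0.14 with a pseudocount of 0.5, and 0.12, 0.23, 0.18, 0.28 and 0.11 with a pseudocount of 1. With quantile normalization they were 0.26, 0.47, 0.29, 0.50 and 0.21. At an estimated FPKM of at least 1 they were 0.18, 0.34, 0.24, 0.41 and 0.17, and C1 changed by -0.061. With every gene in the table, C3, C2 minus C1, C3 minus C1 and C3 minus C2 changed by 0.50, 0.33, 0.54 and 0.21. Centring on genes with an estimated FPKM of at least 10, chosen after seeing the data, turned the change of C1 to 0.051 and gave 0.41 for C2 and 0.66 for C3. With the median level over genes in each library, C2 (-0.22) and C2 minus C1 (-0.20) turned negative, although the median of the single-gene changes of C2 was 0.19, while C1, C3, C3 minus C1 and C3 minus C2 changed by -0.014, 0.98, 0.99 and 1.20; the cause was not tested. With zinc finger names tried under their human form, C1, C2 minus C1 and C3 minus C1 changed by -0.023, 0.32 and 0.57. Leaving out one library gave -0.053 to -0.029 for C1 and 0.33 to 0.38 for C2 minus C1. With every matched gene, basal expression was 1.54 for C2 and 0.38 for C3, because genes below the filter were added. The Wilcoxon test planned over the genes of these lists is not reported, because the lists came from a shortened sheet.

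The differences of the Epith-Signature, GRHL2-induced and HOX lists kept their direction and their side of the threshold under each alternative that allows a call. Their size moved. Epith-Signature ranged from 0.11 with a pseudocount of 1 to 0.36 with centring, and HOX from 0.26 to 0.96 under the same settings. GRHL2-induced ranged from 0.29 with a pseudocount of 1 to 1.21 with medians over genes. The exact permutation p stayed at its smallest value, 0.0286, so it does not reflect these changes in size. The Chol-enriched difference was 0.14 at an estimated FPKM of at least 1 and 0.12 with medians over genes, and lost its call in both; the cause was not tested. With the replicate block the differences were the same (0.27, 0.27, 0.14, 0.71 and 0.87 for Epith-Signature, Chol-enriched, Hep-enriched, GRHL2-induced and HOX), and the exact sign-flip test over 4 pairs cannot go below 0.125. The camera test of Hep-enriched passed the threshold with fgsea (adjusted p 0.000504) and with the block (0.0462); the cause was not tested. With the block and an estimated correlation together, the adjusted p of camera was 0.272 for Epith-Signature and 0.154 for Chol-enriched, both no longer called, while GRHL2-induced and HOX were still called (0.0287 for both) and Hep-enriched was not (0.465).

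Among named genes, the block brought the 4 genes SOX4, SOX9, ALB and APOC3 past the threshold and changed no other call. Quantile normalization turned the sign of EZH2 (0.00454), EHF (-0.14), KRT7 (-0.20), RAB25 (-0.048) and EPCAM (0.070), and centring on genes with an estimated FPKM of at least 10 that of EZH1 (0.030), EZH2 (0.040) and EPCAM (0.051). None of these was called in any of these settings. Leaving out one library turned the sign of uncalled genes, with ranges of -0.036 to 0.071 for EHF, -0.061 to 0.048 for KRT7, -0.033 to 0.64 for APOC3, -0.066 to 0.16 for AFP, -0.026 to 0.081 for HNF4A, -0.10 to 0.14 for CLDN4, -0.096 to 0.90 for ITGA3 and -0.067 to 0.34 for KRT19. The unknown depth and the shrinkage of low values limit the size of the fold changes of genes near the floor, which are understated.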

Other observations

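The tests of other splits, of scaling and of depth were chosen after the result was seen. The tests of GC content and length, of abundant genes and of matched lists were chosen before theirs were seen.

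The 8 libraries can be split into groups of 4 in 35 ways. In 1 of the 35 splits, the real one, as many genes had an adjusted p under 0.05, and the other splits gave at most 0 genes, with at most 3654 at an unadjusted p under 0.05 against 5367 in the real one. The same held for genes with at least 2-fold change (1 of 35 splits) and for camera p-values as small as those of Epith-Signature, GRHL2-induced and HOX (1 of 35 splits each). For Chol-enriched 3 of the 35 splits gave as small a camera p, and for Hep-enriched 24 did. All splits other than the real one mix EZHi and vehicle libraries in both groups. The treatment then adds to the spread, so their 0 called genes do not estimate false calls. Among the 8 splits that part all 4 pairs, only the real one gave as many called genes or as small a p for Chol-enriched, so the other splits for that list leave some pairs together. A share below 1 of 8 cannot be reached with 8 splits, so this decides little.

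Among genes with at least 2-fold change, 98.6% rose. The share was at least 97.4% under the scalings tried, which argues against scaling between libraries as the cause. After removal of the trends on GC content and transcript length from each library, 97.6% of 613 such genes rose, and 596 were shared with the 656, which argues against these trends as the whole cause. The 10 most abundant genes took 8.22% ± 1.20 (SD, n = 4) of the normalized reads in vehicle and 8.74% ± 1.05 (SD, n = 4) in EZHi, and the share was higher in vehicle in 0 of 4 pairs, against what a loss of reads to abundant genes in vehicle would need. The rise also depended on the type of gene. Among genes with an estimated FPKM of 0.1 to 1, the median log2 fold change was 0.27 for 2363 protein-coding genes (34.4% called higher), 0.04 for 3180 lncRNAs (4.59%) and -0.00939 for 744 processed pseudogenes (0.403%). An equal rise of these types would speak for greater depth in EZHi libraries only if depth acted on them alike, which was not tested. The types were compared at similar length-corrected levels and not at equal reads, and the regularized log shrinks genes with few reads. The comparison therefore cannot decide whether depth contributed. Release of polycomb repression is a candidate explanation, as a hypothesis. The study reported lower H3K27me3 by immunoblot in HepG2 cells treated with EZHi, but chromatin was not measured in these libraries.

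Since low protein-coding genes rose in general as deposited, each rising list was compared with 10000 random lists of protein-coding genes matched on mean level. Random lists lack the correlation between genes of a real list, so the counts are not p-values over libraries. With the block and an estimated correlation, camera did not call Epith-Signature (adjusted p 0.272) or Chol-enriched (0.154), but called GRHL2-induced and HOX (0.0287 for both). Epith-Signature and GRHL2-induced share 36 genes, so they are not separate evidence. None of the random lists (0 of 10000) rose as much as GRHL2-induced, whose protein-coding genes had a mean log2 fold change of 0.74 against 0.26 in random lists, or as much as Epith-Signature (0 of 10000; 0.27 against 0.18). For HOX, 2 of 10000 did (0.87 against 0.41). For Chol-enriched, 3725 of 10000 did (0.27 against 0.25), so its rise is consistent with the general rise of protein-coding genes at its level and may say nothing particular about cholangiocyte genes. The rise of GRHL2-induced genes occurred while most panel genes of the epithelial program were not called. Several of these panel genes were already expressed in vehicle, so their missing calls do not show that silent epithelial genes stayed silent. GRHL2 itself is not analysed here, and what drives the rise was not tested.

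Libraries of one replicate number deviated together, as the second principal component shows. After removal of the trends on GC content and transcript length, the correlations between same-numbered libraries were 0.34, 0.57, 0.64 and 0.19 for replicates 1 to 4. Those of replicates 1 to 3 stayed above the highest value of libraries of unequal number before removal (0.20). This argues against these trends as the whole cause for these replicates. The value of replicate 4 lay within the range of libraries of unequal number, so it decides nothing. The labels give no batch or date, and no biological explanation was tested.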
